A study of Mus musculus with 7 samples. Its data were reported in "DDX41 haploinsufficiency causes inefficient hematopoiesis under stress and cooperates with p53 mutations to cause hematologic malignancy" (2024).

How the data were processed

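RNA-seq was performed on LSK cells, the Lin-Sca1+Kit+ fraction of mouse bone marrow that holds hematopoietic stem cells and multipotent progenitors. The 7 samples came from recipient mice of 2 donor genotypes, with 4 Ddx41+/+ samples (replicates 1 to 4) and 3 Ddx41+/- samples (replicates 6 to 8). Samples were grouped by the genotype in the deposited labels. The replicate numbers of the genotypes do not overlap, the labels name no batch, and no pairing was used. Per the name given to the deposited counts, a Ddx41+/- library numbered 5 was removed from them. The reason, and whether its expression values played a part, are not stated. It was not analysed here, and each genotype comparison rests on the 3 other Ddx41+/- samples.

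The authors isolated poly(A) RNA, prepared Illumina libraries, mapped the reads to the mouse genome and deposited raw counts per gene symbol, not normalized. The aligner, the counting program, their versions, the handling of reads shared between genes and the use of strand are not stated. Genes with near-identical copies or with overlapping neighbours therefore carry an uncertainty that the counts cannot resolve. The deposited counts were whole numbers for 24421 gene symbols, of which 7680 (31.4%) were 0 in all samples. All 7 columns of sample values were used, which left 0 unused. Each row was a gene symbol, and no row for unassigned reads entered the library sizes. Gene positions were taken from the GENCODE M21 annotation of the GRCm38 assembly by symbol. Of the symbols, 23376 matched directly, 670 through an older symbol and 375 did not match. The assembly behind the deposited counts is not stated, so these positions serve to locate genes and were not used for counting.

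Total counts per sample ranged from 32234499 to 43751290. Counts of different samples were compared in pairs over genes with at least 20 counts in the pair, and the chi-square per gene was at least 13.7 in all 21 pairs, so no pair agreed within sampling noise. Whether single reads or read pairs were counted is not stated. The number of paired-end reads that the study gives is lower than the total of every sample. That goes with counting both reads of a pair but does not settle it. Counting both reads of a pair would raise this chi-square by a factor of up to 2 and make the counts less precise than their size implies. Counting error adds to the spread between mice for Hspa1a, Hspa1b, Capn11 and Fgfbp3, with 8, 28, 0 and 53 counts in their lowest samples. The biological coefficient of variation was 12.9%.

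Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (robust fit, trimmed mean of M values (TMM) scaling, filterByExpr with the genotypes). This left 13340 genes (54.6% of the symbols). P-values were adjusted by the Benjamini-Hochberg (BH) method over the genes tested, with a threshold of 0.05. Genes with an unadjusted p under 0.01 were counted as well. Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the F statistic. Counts scaled to library size (CPM) were computed from the TMM-scaled library sizes, and log2 CPM with a prior count of 2. Single values per sample were compared with an exact two-sided permutation test over the 35 splits of the 7 samples into 4 and 3, for which the smallest possible p is 0.0286. Principal component analysis used the 500 genes with the highest variance in log2 CPM.

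Genes were named by a rule. It covered Ddx41, 16 genes marked or named by the study, and the 5 genes higher and the 5 lower in Ddx41+/- with the smallest p among those with a BH-adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the genotypes in CPM. Predicted genes and pseudogenes were left out. Of the 29 genes with an adjusted p under 0.05, 27 met these criteria, and the 5 per direction were taken from them. Neighbours of Ide were named after their values were seen, as were single members of gene lists.

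Without a pathway database, 22 gene lists were tested. They were 21 lists written from general knowledge and the cytosolic ribosomal protein genes taken by symbol. The lists covered immediate-early, heat-shock, unfolded-protein, oxidative-stress, p53-target, interferon-stimulated, NF-kB, ribosome-biogenesis, snoRNA-host, S-phase and G2/M-phase genes, long-term stem cell, lymphoid-primed, granulocyte-monocyte and megakaryocyte-erythroid genes, and genes of mature neutrophils, macrophages, B-lineage cells, T and NK cells, late erythroid cells, and stroma and endothelium. Lists were tested with camera of limma 3.58.1 (preset inter-gene correlation of 0.01, two-sided) with BH adjustment over the 22 lists. A list score per sample was the mean over the genes of log2 CPM minus the gene's mean over all samples. Alternatives were camera with an estimated correlation, the rotation test fry, and the exact permutation test of the list scores. Sex-linked, mitochondrial and study-named genes were given by gene.

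The tests of the genotype comparisons, the lists, the rule for naming genes and the alternatives listed next were fixed before the data were examined, apart from the exceptions given in this paragraph. The tests of explanations in the closing section were chosen later, as stated there. The 5 lists followed one by one across alternatives (immediate-early, heat-shock, p53-target, interferon-stimulated and NF-kB) were singled out for the question of the study, but after the list results had been seen. The alternatives were 3 other scalings (the median-of-ratios method of DESeq2, library totals only, upper quartile), no expression filter, a minimum of 10 counts in every sample, DESeq2 1.42.0, limma-voom with and without sample quality weights, a non-robust dispersion, other thresholds, and fits that each left out 1 sample. Named genes other than Ddx41 were followed in 10 of these fits only. Those were median-of-ratios scaling, DESeq2, limma-voom with sample quality weights and the 7 fits without 1 sample. A correction for GC content and transcript length (smooth terms per sample fitted with mgcv 1.9.3 and entered as offsets, with values for 13246 of the tested genes, 99.3%) and a fit without the ribosomal RNA precursor Rn45s were chosen after seeing the data.

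The scripts were tested on simulated data. Counts were drawn for the real genes with 200 genes changed by a log2 fold change of 1, in 5 draws. The edgeR test recovered 77.0% of the changed genes, and 8.18% of its calls were false, above the nominal rate. DESeq2 recovered 79.8%, with 14.6% of calls false. With no gene changed, edgeR called 0 of 13158 genes at an adjusted p under 0.05 and 133 at an unadjusted p under 0.01. With 1 of the 22 lists shifted, camera recovered it and called 1 other list, whereas fry recovered it and called 0 others. Each gene was drawn independently, without the correlation between genes on which list tests depend. The simulation therefore does not measure how often either list test calls or misses a list in the real samples.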

Results

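To profile the transcriptome of hematopoietic progenitors with 1 Ddx41 allele, gene expression was measured by RNA-seq in LSK cells from the bone marrow of transplanted mice. Ddx41 encodes a DEAD-box RNA helicase. Donor marrow carried RosaCreERT2, a recombinase activated by tamoxifen, together with either a floxed Ddx41 allele or wild-type alleles alone. Recipients of both kinds were given tamoxifen at 1 mg in 2 rounds of 5 days, and LSK cells were sorted 8 weeks after the transplant. The data comprised 4 Ddx41+/+ and 3 Ddx41+/- samples. Total counts were 40645611, 38538461, 32234499 and 35664895 in Ddx41+/+ replicates 1 to 4 and 39824591, 34417465 and 43751290 in Ddx41+/- replicates 6 to 8. Depth did not differ between genotypes, with 36.8 ± 3.65 mega-counts (SD, n = 4) in Ddx41+/+ and 39.3 ± 4.69 mega-counts (SD, n = 3) in Ddx41+/- samples (exact permutation p = 0.457, two-sided). The ribosomal RNA precursor Rn45s held between 0.623% and 2.92% of the counts, with no difference by genotype (exact permutation p = 0.971). Log2 CPM of sample pairs correlated across genes with Pearson's r from 0.972 to 0.988, where genes are not independent replicates.

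The targeted gene was examined first. Ddx41 (chromosome 13, 55530410 to 55536658 in GRCm38) was detected at 97.9 ± 6.43 CPM (SD, n = 4) in Ddx41+/+ and 67.3 ± 2.63 CPM (SD, n = 3) in Ddx41+/- LSK cells. The Ddx41+/- level was 68.8% of the Ddx41+/+ level. Single samples ranged from 92.8 to 106.6 CPM in Ddx41+/+ and from 64.4 to 69.5 CPM in Ddx41+/-, without overlap (exact permutation p = 0.0286, the smallest the design allows). The log2 fold change was -0.54 (SE 0.071), with an edgeR BH-adjusted p of 0.0052. It stayed between -0.56 and -0.49 in 17 alternative fits, with adjusted p-values up to 0.0324. The labels and the Ddx41 transcript level therefore went together in all 7 samples.

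The next comparison asked how many genes differed between Ddx41+/- and Ddx41+/+ LSK cells. Of 13340 genes tested with edgeR, 29 had a BH-adjusted p under 0.05, of which 16 were higher and 13 lower in Ddx41+/-. The alternative that moved this number most was DESeq2, with 147 genes, while 7 genes passed without Ddx41+/+ replicate 2. At an unadjusted p under 0.01 there were 425 genes, 236 higher and 189 lower, where chance gives 133.4. Which direction held more genes changed with library totals only (166 higher and 220 lower), with upper-quartile scaling (209 and 213), and without Ddx41+/+ replicate 4 (185 and 187) or Ddx41+/- replicate 7 (136 and 149). At an unadjusted p under 0.05 there were 1418 genes, where chance gives 667. Changes were mostly small, as 7 of the 29 genes had an absolute log2 fold change of at least 1. The CPM values of the genotypes did not overlap in 1342 genes (10.1%), and chance gives 5.71%. The median log2 fold change over all genes was -0.0048.

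Besides Ddx41, the genes lower in Ddx41+/- with the smallest p were Nnt, Gimap1, Mycn and Gdf3. Nnt (nicotinamide nucleotide transhydrogenase, chromosome 13, 119335448 to 119408997) fell from 130.6 ± 4.49 CPM (SD, n = 4) to 69.2 ± 4.88 CPM (SD, n = 3), which was 52.98% of the Ddx41+/+ level (log2 fold change -0.92, SE 0.069, edgeR adjusted p = 6.65e-06). Mycn (chromosome 12, 12936093 to 12941914) was at 52.5% of the Ddx41+/+ level (log2 fold change -0.93, SE 0.15, edgeR adjusted p = 0.0157). Gimap1 (chromosome 6, 48739054 to 48743795) and Gdf3 (chromosome 6, 122605403 to 122610087) were at 62.5% and 67.4%, with edgeR adjusted p-values of 0.0121 and 0.0157. The genes higher in Ddx41+/- were Ide, Mmp9, Capn11, Cybb and Cdk5rap1. Ide (insulin-degrading enzyme, chromosome 19, 37268743 to 37337852) rose 1.58-fold, from 219.2 ± 17.3 CPM (SD, n = 4) to 347.5 ± 19.6 CPM (SD, n = 3), with an edgeR adjusted p of 0.000276 (log2 fold change 0.66, SE 0.068). Mmp9 (chromosome 2, 164940780 to 164955850) rose 2.96-fold, Cdk5rap1 (chromosome 2, 154335380 to 154373010) 1.92-fold and Cybb (chromosome X, 9435252 to 9487771) 1.49-fold, with edgeR adjusted p-values of 0.00677, 0.0157 and 0.0121. Capn11 (chromosome 17, 45630204 to 45659325) had 0 counts in Ddx41+/+ replicates 1, 3 and 4, 6 counts in replicate 2, and 81, 104 and 81 counts in the Ddx41+/- samples, too few for a fold to be given (edgeR adjusted p = 0.00689). Mmp9 is also a member of the mature neutrophil list below, and gene totals do not show which exons of Nnt and Ide were read. The absence of overlap between genotypes in these genes was a condition of naming them and adds no evidence. Ddx41, Nnt, Ide, Mmp9 and Capn11 kept an adjusted p under 0.05 in every fit that left out 1 sample. Mycn did not without Ddx41+/- replicate 8 (adjusted p = 0.0924), Cybb without Ddx41+/+ replicate 2 (0.0506) or Ddx41+/- replicate 7 (0.0578), Cdk5rap1 without Ddx41+/+ replicate 2 (0.0628) or Ddx41+/- replicate 8 (0.0924), Gimap1 without Ddx41+/+ replicate 2 (0.0628) or Ddx41+/- replicate 8 (0.0594), and Gdf3 without Ddx41+/+ replicate 2 (0.069) or Ddx41+/- replicate 7 (0.0594) or 8 (0.0576).

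**Figure D1:**
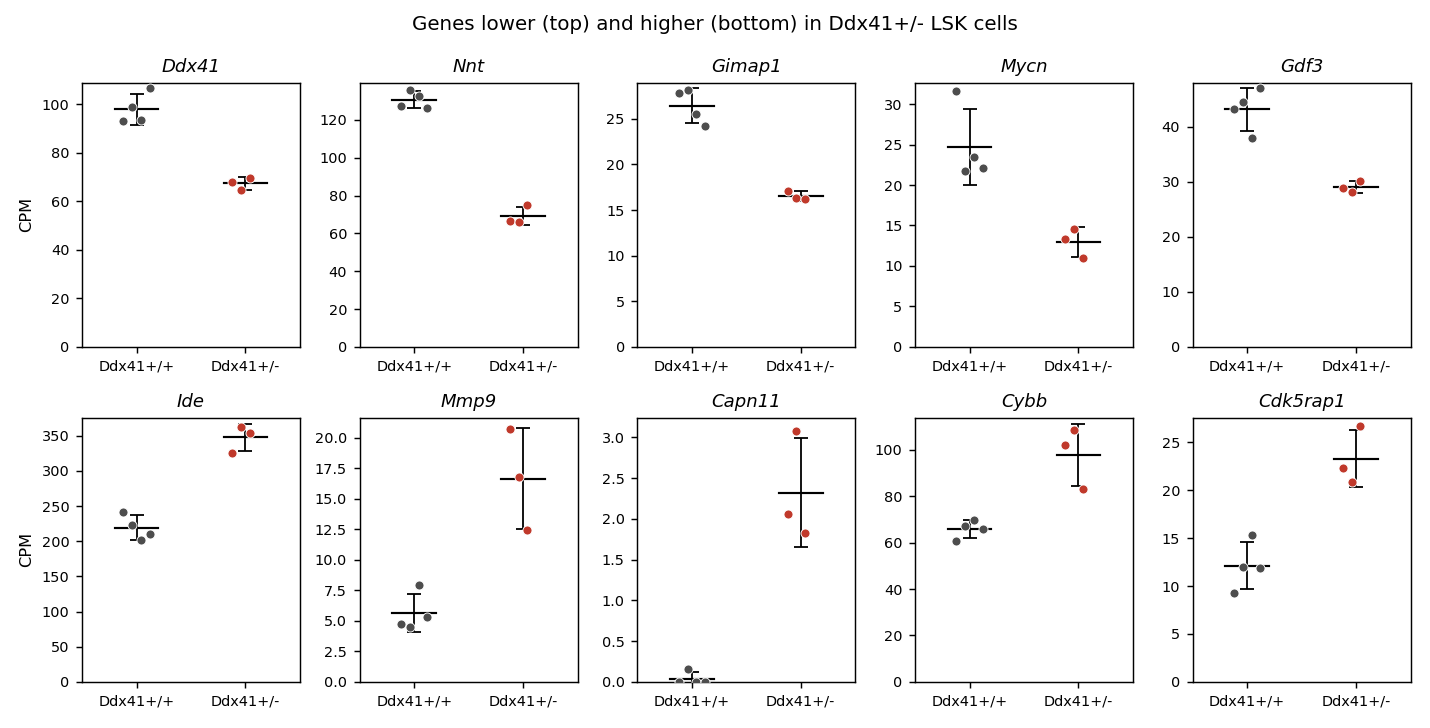
CPM (vertical axes, starting at 0) of the 5 lower and 5 higher genes with the smallest p, one point per sample, with the mean and SD of 4 Ddx41+/+ (grey) and 3 Ddx41+/- (red) samples. The genotypes do not overlap in any panel, and Ddx41 lies between 64.4 and 69.5 CPM in the Ddx41+/- samples against 92.8 to 106.6 CPM in the Ddx41+/+ samples.

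The study marked or named 16 genes of stress signaling and hematopoiesis for Ddx41+/- progenitors, and each was examined in the LSK samples. Over all genes tested, 2 of the 16 had an edgeR BH-adjusted p under 0.05, Mycn (above) and Gata2 (chromosome 6, 88193891 to 88207032), which was at 71.0% of the Ddx41+/+ level (log2 fold change -0.49, SE 0.093, adjusted p = 0.0471). Gata2 lost this call in 5 of the 7 fits without 1 sample, with an adjusted p of 0.169 without Ddx41+/- replicate 7. In all 7 samples the call was also lost under median-of-ratios scaling (adjusted p = 0.0502) and limma-voom with sample quality weights (0.074). It held under DESeq2 (0.000355). Adjusted over the list alone, 3 of the 16 passed, with Lmo2 as the third (log2 fold change -0.24, SE 0.059). Over all genes tested, Lmo2 did not pass with edgeR (adjusted p = 0.126). Of the 10 alternative fits run for it, Lmo2 passed under DESeq2 (0.0171) and under none of the others, where the adjusted p reached 0.451. The study marked Gata2, Mycn, Flt3, Lmo2, Fos, Fosb, Jun, Jund and Dusp1 on LSK samples, and the other genes were not marked there. It reported Hspa1a, Hspa1b and Cdkn1a as activated in CD71+Ter119+ erythroid progenitors and named Tnfaip3 and Nlrp3 for the same cells. Values in LSK cells do not test those reports. All 3 genes that passed are among those marked on LSK samples, so this count is not independent evidence. Flt3 was at 78.9% of the Ddx41+/+ level (edgeR adjusted p = 0.355). Its adjusted p was 0.0324 without Ddx41+/- replicate 6 and up to 0.715 under the other alternatives run for it. The early response genes had higher means in Ddx41+/- samples, by 2.54-fold for Fos, 3.47-fold for Fosb, 2.12-fold for Jun, 1.49-fold for Jund and 2.12-fold for Dusp1. None of these 5 genes passed, as edgeR adjusted p-values ranged from 0.423 for Dusp1 to 0.602 for Jund. The spread within genotypes was wide. Fos ranged from 158.2 to 341.5 CPM in Ddx41+/- samples and reached 190.4 CPM in Ddx41+/+ replicate 4. Without that sample Jund and Dusp1 passed, with adjusted p-values of 0.026 and 0.0158. Dusp1 also passed in all 7 samples under limma-voom with sample quality weights (adjusted p = 0.0478). Under the other alternatives run for these genes the adjusted p reached 0.856 for Jund and 0.755 for Dusp1. Hspa1a and Hspa1b, near-identical genes whose reads cannot be assigned with certainty, were higher on average by 3.47-fold and 4.70-fold but overlapped between genotypes (edgeR adjusted p = 0.742 and 0.632). Single samples set the size of these differences, as the log2 fold change of Hspa1a went from 0.81 without Ddx41+/- replicate 8 to 4.51 without Ddx41+/+ replicate 3, and that of Hspa1b from 1.36 to 4.48. The log2 fold change of Fosb (1.80) was 2.84 without Ddx41+/+ replicate 4. Cdkn1a, a p53 target, was at 100.5% of the Ddx41+/+ level (edgeR adjusted p = 0.992). Tnfaip3, Nlrp3, Ets1 and Ets2 did not pass, with edgeR adjusted p-values of 0.542, 0.786, 0.398 and 0.881.

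**Figure D2:**
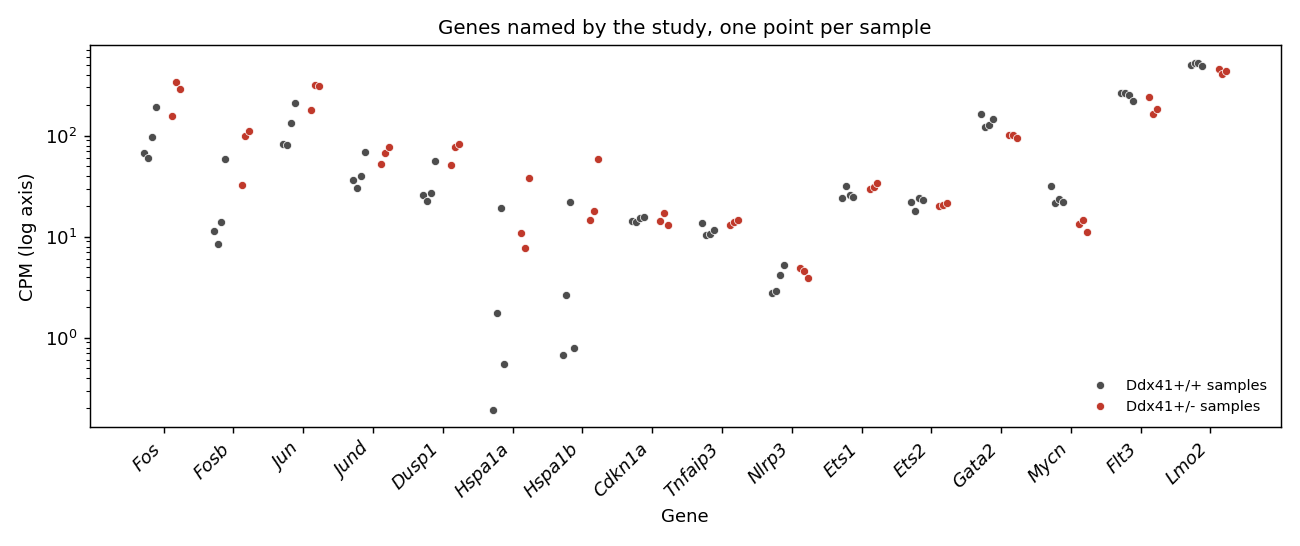
CPM on a log axis (vertical) of the 16 genes named by the study (horizontal), one point per sample, Ddx41+/+ in grey and Ddx41+/- in red. Fos in Ddx41+/+ replicate 4 (190.4 CPM) lies above the lowest Ddx41+/- sample (158.2 CPM), while Mycn, Gata2 and Lmo2 do not overlap between genotypes.

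Whether stress, immune or lineage programs differed was asked with 22 gene lists. With camera at its preset correlation, 12 lists had a BH-adjusted p under 0.05. The 7 higher in Ddx41+/- were the mature neutrophil (camera adjusted p = 1.22e-14, mean log2 fold change 0.62), granulocyte-monocyte (1.81e-05, 0.15), B-lineage (7.39e-05, 0.84), immediate-early (0.000296, 0.38), unfolded-protein (0.00181, 0.092), heat-shock (0.0088, 0.25) and G2/M (0.0495, 0.043) lists. The 5 lower were the long-term stem cell (camera adjusted p = 1.86e-11, mean log2 fold change -0.32), interferon-stimulated (3.26e-05, -0.17), ribosomal protein (0.000194, -0.061), megakaryocyte-erythroid (0.000194, -0.15) and T and NK cell (0.039, -0.29) lists. None of these calls held under camera with an estimated correlation or under fry. Both gave 0 lists after adjustment and 2 at an unadjusted p under 0.05, and the smallest adjusted p under fry was 0.206. By the exact permutation test of the list scores, 1 list had an unadjusted p under 0.05, the granulocyte-monocyte list (exact permutation p = 0.0286), and 0 had one after adjustment. Among the remaining 10 lists, the camera adjusted p was 0.0671 for late erythroid, 0.474 for NF-kB, 0.581 for lymphoid-primed, 0.7 for p53-target, 0.792 for ribosome-biogenesis, 0.92 for snoRNA-host and 0.929 for macrophage genes, and 0.962 for oxidative-stress, S-phase, and stroma and endothelium genes. Of the 30 immediate-early and 20 heat-shock genes, 5 and 2 were also among the genes the study named. In the 12 called lists, the single genes with an edgeR adjusted p under 0.05 were Mmp9 and Gata2 (above), Rhob of the immediate-early list (0.0339, higher), Txnip of the stem cell list (0.0479, lower) and Pf4 of the megakaryocyte-erythroid list (0.0283, lower). Rhob, Txnip and Pf4 were picked after their values were seen and were not followed across alternatives. Single samples decided some of the list calls. The heat-shock list had a camera adjusted p of 0.0878 without Ddx41+/- replicate 7, the ribosomal protein list 0.568 without Ddx41+/- replicate 8, the unfolded-protein list 0.0802 without Ddx41+/+ replicate 1, and the G2/M list 0.497 and the T and NK cell list 0.0802 without Ddx41+/+ replicate 1. The G2/M and the T and NK cell lists each lost their call in 4 of the 7 fits without 1 sample, and also with library totals only (0.0784 and 0.054), with upper-quartile scaling (0.0614 and 0.0511) and with no filter (0.0505 and 0.244). The late erythroid list gained one without Ddx41+/+ replicate 3 (0.01) or 4 (0.000346).

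**Figure D3:**
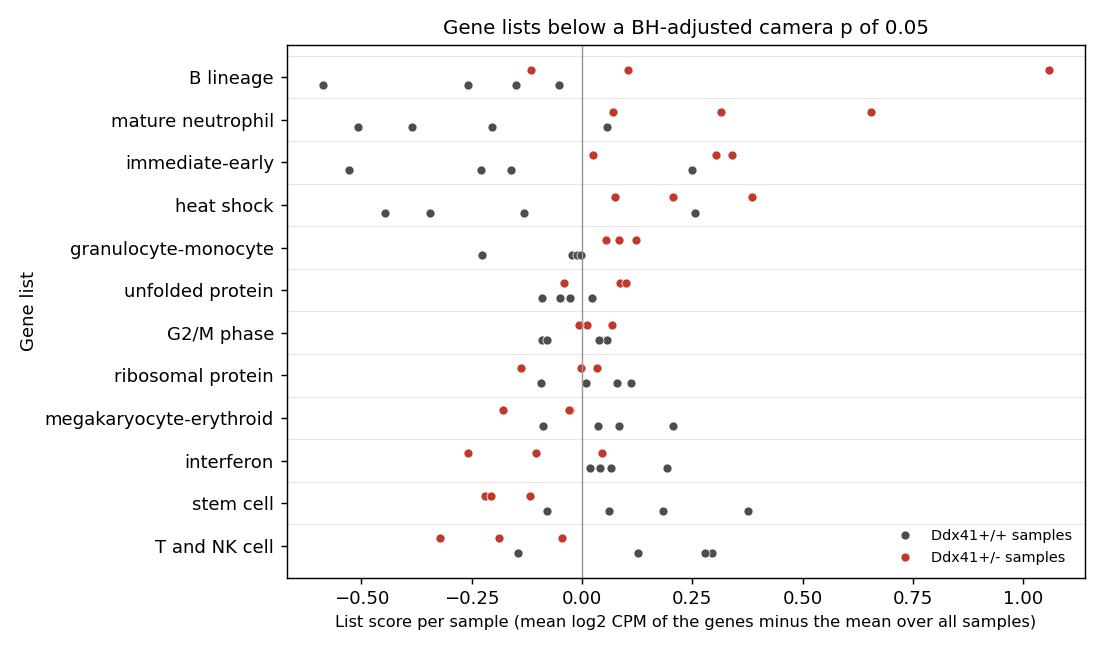
List score per sample (horizontal axis, mean log2 CPM of the genes minus the mean over all samples) for the 12 lists with a camera adjusted p under 0.05 (vertical axis), one point per sample, Ddx41+/+ in grey and Ddx41+/- in red. The genotypes do not overlap for the granulocyte-monocyte, mature neutrophil and long-term stem cell lists, and the B-lineage list reaches 1.06 in Ddx41+/- replicate 7 against at most 0.10 in the other samples.

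Principal component analysis was used to ask whether samples separated by genotype. The first component held 31.1% of the variance of the 500 most variable genes. Its scores were -8.99 ± 3.85 (SD, n = 4) in Ddx41+/+ and 11.99 ± 20.5 (SD, n = 3) in Ddx41+/- samples, and the genotypes did not overlap (exact permutation p = 0.0286, two-sided). Ddx41+/- replicate 7 was at 35.7, whereas replicates 6 and 8 were at 0.24 and 0.065, near the Ddx41+/+ sample closest to them at -5.07. Without Ddx41+/- replicate 7 the first component no longer followed genotype (exact permutation p = 0.467, where 4 against 2 samples allow 0.0667 at best).

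**Figure D4:**
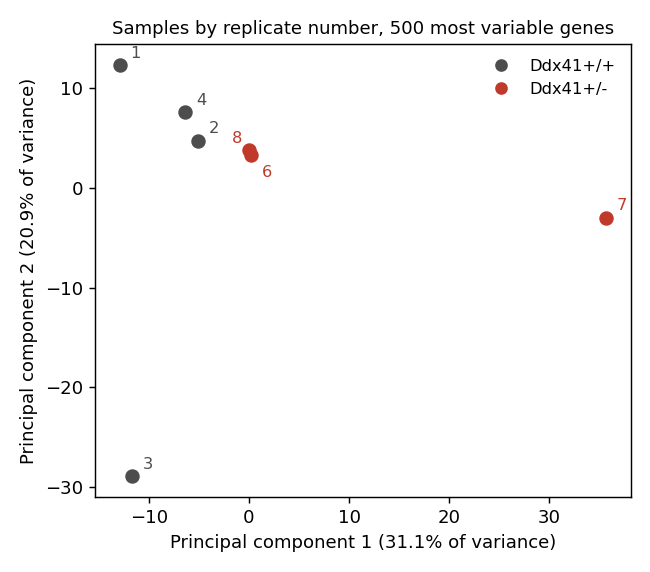
Scores of the 7 samples on principal components 1 (horizontal, 31.1% of variance) and 2 (vertical, 20.9%), labelled by replicate number, Ddx41+/+ in grey and Ddx41+/- in red. Ddx41+/- replicate 7 at 35.7 sets the range of component 1, and Ddx41+/+ replicate 3 at -28.9 that of component 2.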

Values the study reported

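For LSK cells taken 8 weeks after transplant, the study reported altered expression of 1366 genes between genotypes.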

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

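The outlier check covered 50 values in the 4 Ddx41+/+ samples, and the group of 3 Ddx41+/- samples is too small for it. Dixon's ratio was above its critical value for 6 values, where chance gives 2.5. All tests in this part were chosen after the values were seen.

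Hspa1a and Hspa1b were far higher in Ddx41+/+ replicate 3 than in the other Ddx41+/+ samples. Hspa1a was at 19.2 CPM there and at most at 1.76 CPM elsewhere in the group (Dixon's ratio 0.918), and Hspa1b at 21.9 CPM against at most 2.64 CPM (0.907). The genes are near-identical, so the split of reads between them is uncertain, but shared reads would leave the rest of the heat-shock list alone. Of the 17 other heat-shock genes, 10 were highest in replicate 3 among the Ddx41+/+ samples, where chance gives 4.25, which argues against the shared reads as the whole source. A heat-shock response in that mouse or during its handling stays open, as no handling record was used here.

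Fosb and Dusp1 stood out in Ddx41+/+ replicate 4. Fosb was at 59.2 CPM against at most 14.1 CPM in the other Ddx41+/+ samples (Dixon's ratio 0.890), and Dusp1 at 56.1 CPM against at most 27.3 CPM (0.861). Noise of single genes would not move the list together, and 16 of the 25 other immediate-early genes were also highest in replicate 4 among the Ddx41+/+ samples, where chance gives 6.25. The origin of such a shared response, in the mouse or in the handling of cells, was not tested.

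The granulocyte-monocyte list score was low in Ddx41+/+ replicate 1, at -0.23 against -0.022 for the nearest sample of the group (Dixon's ratio 0.908). After correction for GC content and transcript length the ratio was 0.913, and the total count of this library ranked 4 from the smallest among the 4 Ddx41+/+ samples, so neither trend nor low depth accounts for it. A different mix of progenitors in that sample stays open. The sample also had the highest stem cell list score, 0.38.

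Capn11 had 6 counts in Ddx41+/+ replicate 2 (0.155 CPM) and 0 in the other Ddx41+/+ samples (Dixon's ratio 1). With 3 values at 0, any count makes this ratio 1. Reads of Ddx41+/- libraries assigned to the wrong sample are 1 candidate explanation, which cannot be told apart from true expression because 0 other genes have 0 counts in Ddx41+/+ replicates 1, 3 and 4 and at least 30 counts in each Ddx41+/- sample. No biological explanation was tested.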

How the results depend on the processing

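The Ddx41 transcript level kept its direction and an adjusted p under 0.05 in all 17 alternative fits. The number of genes with an unadjusted p under 0.01 (425) stayed within 1.5 times of that value under the alternative fits run for it, which do not include the one without Rn45s. It went from 285 without Ddx41+/- replicate 7 to 588 without Ddx41+/- replicate 6 across the 7 fits that each left out one sample. With a minimum absolute log2 fold change of 1 it was 40, as fewer genes can pass.

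The number of genes with a BH-adjusted p under 0.05 (29) depended on the processing. It was 15 with library totals only, 10 with limma-voom, 14 with a non-robust dispersion, 91 without an expression filter and 147 with DESeq2, whose false calls were also more frequent in simulated data (14.6% against 8.18%). All 29 genes were among the 147 and among the 91, and the 15, the 10 and the 14 were each contained in the 29. At a BH-adjusted p under 0.1 it was 74, and with a minimum absolute log2 fold change of 1 it was 7, by construction. With the correction for GC content and transcript length, chosen after seeing the data, it was 73, with 28 of the 29 among them. Without Rn45s, also chosen afterwards, it was 29, the same genes. Across the 7 fits that each left out one sample it ranged from 7 without Ddx41+/+ replicate 2 to 41 without Ddx41+/+ replicate 1, and was 9 without Ddx41+/- replicate 8, 14 without Ddx41+/- replicate 7 and 16 without Ddx41+/+ replicate 3. The causes of the other changes were not tested. The balance of higher and lower genes moved with library totals only, to 6 higher and 9 lower (16 and 13 with TMM) among the adjusted calls and to 166 higher and 220 lower (236 and 189 with TMM) at an unadjusted p under 0.01. The median log2 fold change of all genes was -0.019 under that scaling. With upper-quartile scaling the balance was 15 higher and 15 lower, and 209 and 213 at an unadjusted p under 0.01. With a non-robust dispersion it was 6 and 8, and 239 and 188 at an unadjusted p under 0.01. Single samples moved the balance as well. Among the adjusted calls it was 29 higher and 8 lower without Ddx41+/- replicate 6, 28 and 13 without Ddx41+/+ replicate 1, and 4 and 10 without Ddx41+/- replicate 7. Without Ddx41+/+ replicates 2, 3 and 4 it was 3 and 4, 7 and 9, and 12 and 12. Without Ddx41+/- replicate 8 it was 6 and 3. At an unadjusted p under 0.01 it was 309 and 148 without Ddx41+/+ replicate 1, and 136 and 149 without Ddx41+/- replicate 7.

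The number of lists with a camera adjusted p under 0.05 (12) was 0 with an estimated correlation and 0 with fry, and 2 lists had an unadjusted p under 0.05 in each. It was between 8 and 12 in the fits without 1 sample. With an estimated correlation the adjusted p was 0.45 for the immediate-early, 0.66 for the heat-shock and 0.359 for the interferon-stimulated list, and with fry it was 0.298, 0.298 and 0.206. The p53-target and NF-kB lists passed under none of the alternatives run for lists. Without 1 sample, the adjusted p of the heat-shock list ranged from 0.000135 without Ddx41+/+ replicate 3 to 0.0878 without Ddx41+/- replicate 7, and was over 0.05 in 3 of the 7 fits. The immediate-early list stayed between 2.47e-14 and 0.0127, and the interferon-stimulated list between 2.58e-07 and 0.0046. No called list changed direction under the 3 other scalings. Lists that changed direction were all ones without a call. With library totals only and with upper-quartile scaling, the S-phase and the stroma and endothelium lists reversed (adjusted p = 0.902 and 0.976 for both lists). The stroma and endothelium list also reversed with no filter (0.795), and the oxidative-stress and macrophage lists with a minimum of 10 counts in every sample (0.999 for both). Across the 7 fits without 1 sample, the adjusted p of lists with a reversal ranged from 0.432 to 0.975 for oxidative-stress, 0.301 to 0.947 for ribosome-biogenesis, 0.288 to 0.968 for snoRNA-host, 0.609 to 0.975 for S-phase, 0.151 to 0.925 for lymphoid-primed, 0.0273 to 0.944 for macrophage, and 0.397 to 0.975 for stroma and endothelium genes. Of these reversals 1 passed the threshold, that of the macrophage list, which was lower without Ddx41+/- replicate 7 (0.0273). The cause was not tested.

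The separation of genotypes on the first principal component held with all genes, a prior count of 0.5 and median-of-ratios scaling. Without 1 sample its exact permutation p ranged from 0.0667 to 0.467, but these designs cannot go below 0.1 (3 against 3) or 0.0667 (4 against 2). The value was above the smallest possible only without Ddx41+/- replicate 7 (0.467). In the other fits it was at that limit, so the genotypes did not overlap on the component there. All of those fits kept Ddx41+/- replicate 7.

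Of 239 values for single genes under alternatives, 17 were weaker, 5 stronger and 5 reversed, and of 238 values for the other lists 34 were weaker, 2 stronger and 25 reversed. Among genes, Ets2 was at a log2 fold change of 0.013 with limma-voom and sample weights, and Cdkn1a was at -0.033 with the same test and from -0.11 to 0.094 in the fits without 1 sample. Both differed little between genotypes, so a small shift changes their sign. DESeq2 gave no adjusted p for Hspa1b. No paired analysis was possible because the genotypes share no replicate number. Depth limits Capn11 most among the named genes, with at most 104 counts in a sample.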

Other observations

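The tests of neutrophil, B-lineage, immediate-early and stem cell lists, of Nnt, of the genes between Fgfbp3 and Ide, of library depth and of the clustering of genes were chosen only after their results were seen, and those of splits, of the Ddx41 locus, of Fgfbp3, of GC content and length and of snoRNA reads after the numbers of genes and lists were known, but before their own values were.

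The samples were split in every possible way into 4 and 3. Of the 35 splits, 2 gave as many genes with an adjusted p under 0.05 and 2 as many with an unadjusted p under 0.01, a share of 0.0571 with the real split included. The other one set Ddx41+/+ replicate 1 with Ddx41+/- replicates 7 and 8, and gave 43 and 514 genes. The median over the other splits was 0 and 84.5 genes. For lists, 4 of the 35 splits gave as many calls by camera as the 12 of the real split, and the median of the others was 7.5. The numbers of genes and lists therefore do not stand apart from chance splits at 0.05. Camera with a preset correlation called at least 2 lists in each of the 35 splits. This count does not bear on single genes such as Ddx41 or Nnt.

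The number of genes was 425 at an unadjusted p under 0.01, 40 when an absolute log2 fold change of at least 1 was also required, and 29 after adjustment. All of these are lower than the number quoted from the study above. At an unadjusted p under 0.05 the number was 1418, which is not taken as a match, since a looser threshold gives more genes.

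Several technical sources were tested for the 29 genes. Correction for GC content and transcript length raised their number to 73, although the trends explained between 0.662% and 6.17% of the deviation of a sample, which argues against such a bias as the source. Total counts overlapped between genotypes (exact permutation p = 0.457). Long DNA segments of another strain, carried by the donors of 1 genotype, would place the genes in clusters. Variants at scattered single genes would not, so the next test cannot bear on those. Of the 29 genes, 4 had another within 5 Mb, where random sets had 4.39 on average, and a share of 0.673 of 10000 random sets had as many. Within 10 Mb of Ddx41, 5 of 121 genes (4.13%) had an unadjusted p under 0.01, and 417 of 13124 genes (3.18%) elsewhere (one-sided Fisher's exact p = 0.342), so DNA linked to the targeted locus is not the source of the list at large. These tests say nothing about single genes.

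Nnt and Ide were the most significant genes, with tight values in both genotypes. Nnt is known to carry a deletion in some C57BL/6 substrains, and Ide lies in a region of variable copy number among C57BL/6 mice. Whether 1 substrain carries both variants was not examined. The study states that its mouse strains had a C57BL/6N background, and the substrain of single donors is not given. Nnt also lies on chromosome 13 with Ddx41, outside the 10 Mb window tested above. A donor variant is a candidate explanation for both. The Nnt level of 52.98% goes with a deletion on part of the chromosomes and with regulation alike, and gene totals do not show which exons were read, so these cannot be told apart. For Ide, an unbroken segment of higher copy number that reaches Fgfbp3 would also hold Btaf1 and March5, which lie between them. Btaf1 rose by 0.28 (SE 0.068, edgeR adjusted p = 0.112) and March5 by 0.014 (SE 0.083, edgeR adjusted p = 0.971), against 0.66 (SE 0.068) for Ide. The log2 level of Ide over the mean of these genes rose from 1.45 ± 0.16 (SD, n = 4) to 1.97 ± 0.089 (SD, n = 3; exact permutation p = 0.0286, the smallest possible), which argues against such a segment raising its genes alike. A variant without the genes between stays open. Fgfbp3 itself differed by 0.33 with an SE of 0.36 and with 53 to 128 counts per sample, too wide an error to separate a change shared with Ide from none, so a variant of this kind and regulation of Ide cannot be told apart. Counts per exon or donor genotypes would settle both cases.

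The mature neutrophil list was higher in Ddx41+/- samples, and its scores did not overlap between genotypes, although narrowly, with at most 0.056 in Ddx41+/+ and at least 0.071 in Ddx41+/- samples (exact permutation p = 0.0571). Mature neutrophils left in the sort would raise all of their abundant transcripts. S100a8, S100a9, Ngp, Camp, Ltf, Lcn2 and Retnlg were higher by between 0.66 and 0.88 on the log2 scale, with a median of 0.83. These 7 genes were picked after the list result was seen, and Retnlg was at 3.71 CPM in Ddx41+/+ samples. Other members with high levels in Ddx41+/+ samples rose little, Lyz2 by 0.26 from 210.9 CPM, Anxa1 by 0.11 from 187.3 CPM and Pglyrp1 by 0.090 from 86.6 CPM. Cxcr2 fell by 0.24 (SE 0.19), within its error, and the largest rises were those of Mmp9 (1.57) and Mmp8 (1.16). The median of the 11 other genes of the list was 0.41. S100a9 went from 269.1 to 478.2 CPM and Ngp from 230.2 to 413.1 CPM. A carry-over of granulocytes and more granulocyte priming among the progenitors cannot be told apart, since the 7 genes were chosen for the pattern and the levels in pure neutrophils were not used here. Of the 20 genes of the list, 18 were expressed well enough in these samples to be tested.

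The stem cell list was lower in Ddx41+/- samples (23 of 25 genes lower, exact permutation p = 0.0571 for the score). Fewer stem cells alone would raise the other progenitor lists together. The granulocyte-monocyte list was higher and the megakaryocyte-erythroid list lower, and the difference of these 2 scores was -0.12 ± 0.15 (SD, n = 4) in Ddx41+/+ and 0.17 ± 0.091 (SD, n = 3) in Ddx41+/- samples (exact permutation p = 0.0571). With 7 samples this is not decided. In single-cell RNA-seq of Lin-Kit+ cells, the study reported no significant change in the abundance of any cell cluster. It described a trend to more granulocyte-biased and fewer megakaryocyte-erythrocyte-biased progenitors, which goes the same way as these 2 scores. A shift from stem cell and megakaryocyte-erythroid toward granulocyte-monocyte expression remains a hypothesis.

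B-lineage genes were high in Ddx41+/- replicate 7, where 9 of 16 genes of the list had their highest value and chance gives 2.29. Jchain reached 346.1 CPM there and at most 128.0 CPM in the other samples. B-lineage cells in that sample alone are a candidate source. Without it the list kept a camera adjusted p of 0.0249, under 0.05, which by the criterion set for this test speaks against that sample as the whole source. That criterion was set aside after the value was seen. The scores of the other Ddx41+/- samples, -0.12 and 0.10, were close to the highest Ddx41+/+ score of -0.05, and camera made calls in every split, so with 2 samples left a source in 1 sample and a change in all cannot be told apart. The same sample set the range of the first principal component.

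The immediate-early list score overlapped between genotypes (exact permutation p = 0.114), with 0.25 in Ddx41+/+ replicate 4 and 0.025 in Ddx41+/- replicate 6. Such genes respond within minutes to the handling of cells, and handling times were not used here, so handling and genotype cannot be told apart for this list.

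Fewer snoRNA reads after loss of 1 Ddx41 allele were looked for, as snoRNA processing is a described role of the helicase. The share of counts on 120 snoRNA genes was 0.00997% ± 0.00184 (SD, n = 4) in Ddx41+/+ and 0.00974% ± 0.00172 (SD, n = 3) in Ddx41+/- samples (exact permutation p = 0.8), with 2790 to 5113 counts per sample. No such drop was detectable in these poly(A) libraries, which capture mature snoRNA poorly.

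Xist was expressed in all 7 samples, from 655 to 1183 CPM, and 4 Y-linked genes had 0 counts in each. The adult hemoglobin genes Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2 were listed at 0 in all samples, while Alas2, another erythroid gene, had 142 to 266 counts. None of the 13 mitochondrial protein genes has a row in the count table as used here. The causes were not tested.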
